A study of Mus musculus with 12 samples. Its data were reported in "Single cell transcriptomics clarifies the basophil differentiation trajectory and identifies pre-basophils upstream of mature basophils" (2023).

How the data were processed

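Gene expression was measured by bulk RNA sequencing in basophil-lineage cells sorted from mice. Basophils are rare granulocytes that carry the high-affinity IgE receptor. The 12 libraries fell into 4 groups of 3, taken from the sample titles. The titles name BaPs, immature basophils and mature basophils with their tissue. Reading the immature basophils as pre-basophils, and the surface markers given here, rests on the study's description. The groups were CD34+ basophil progenitors (BaPs), CD34− pre-basophils (CLEC12A-high, CD9-low) and mature basophils (CLEC12A-low, CD9-high) from the bone marrow (BM), and mature basophils from the spleen. Each library came from cells pooled from several animals, so the spread between replicates is the spread between pools.

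The deposited table holds raw read counts per gene, without normalization. The authors lysed sorted cells, captured polyadenylated RNA on beads, amplified the complementary DNA by the TAS-Seq workflow, which adds a tail and amplifies the whole transcriptome by PCR, and sequenced enzymatically fragmented libraries on an Illumina instrument. Reads were trimmed and quality-filtered with Cutadapt 3.4, mapped with Bowtie2 2.4.2 to reference transcripts of GRCm38 (Ensembl release 101) and counted per gene. Whether the counting used the strand, and how reads matching several genes were assigned, is not given in the sources used here. Values of genes with near-identical copies, and of overlapping or antisense genes, are therefore uncertain. Molecular identifiers are not mentioned for these libraries, and PCR copies of a molecule count as separate reads. Intervals and floors derived from counts therefore cover counting error only.

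The table lists 32227 genes. Library totals ran from 3596108 to 8151030 counts. A count of 0 allows up to 3 counts of a library, which corresponded to 0.290 to 0.955 counts scaled to a common library total (CPM), depending on the library. No 2 libraries of a group agreed within sampling noise. A chi-square test over genes with at least 20 counts in a pair gave a statistic per degree of freedom between 4.16 and 35.0, against about 1 for a library deposited again, so each library was counted as 1 replicate.

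Gene symbols and coordinates were looked up in GENCODE release M21 on GRCm38. That release is older than the authors' annotation on the same assembly, so gene borders can differ slightly. Of the 15083 genes tested, 97.1% matched 1 GENCODE gene.

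Genes were filtered with filterByExpr in edgeR 4.0.16 (R 4.3.3), library sizes were scaled by the trimmed mean of M values (TMM), and all 12 libraries were fitted in 1 quasi-likelihood model with a coefficient per group. TMM factors ran from 0.844 to 1.30. Pre-basophil against BM mature, BaP against pre-basophil, spleen mature against BM mature and BaP against BM mature were tested with the quasi-likelihood F test, and a further F test covered all 4 groups. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Log2 fold changes and their standard errors (SE) are those of the model. CPM values use the TMM-scaled library sizes, and a prior count of 2 was used for log2 CPM. The study's own package for differential expression, TCC, was not used here. Its scheme of repeated TMM with a likelihood ratio test was rebuilt in edgeR as an alternative.

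Gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, with adjustment over the 9 tests made, and each test was repeated with fry and with the correlation estimated from the data. The lists were the S phase and G2/M genes distributed with Seurat, whose symbols were later changed to mouse capitalisation, and lists of secreted mediators, IgE receptor signalling and receptors for innate stimuli. The last list holds the kinase gene Jak2 besides receptors. Mouse Reactome pathways with 10 to 500 tested genes, as shipped with fgsea 1.28.0, were tested with camera, and 92.8% of tested genes had the Entrez identifier that this needs. Reactome stood in for gene ontology, which was not used here.

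Distances between libraries were root mean square (RMS) log2 CPM differences over tested genes. For each pre-basophil library, the mean distance to the BaP libraries was divided by that to the BM mature libraries, and for each BM mature library the distance to spleen by that to pre-basophils. Each ratio was set against 1 by an exact two-sided permutation of the 6 outer libraries (20 assignments), which cannot give a p under 0.1. The position of a pre-basophil library was its projection on the line from the BaP mean (0) to the BM mature mean (1) in log2 CPM. It used genes that differed between BaP and BM mature in a fit of those 6 libraries alone. Fold changes of pre-basophil against BM mature were correlated with those of BaP against spleen mature, which share no library but can share effects of the replicate number.

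Genes to be named were fixed by a rule. They were a fixed list of 17 genes and the most abundant gene of each list discussed. Added to these were the 3 genes with the largest and the 3 with the smallest log2 fold change of each pairwise comparison. These added genes needed an adjusted p under 0.05 and a mean of at least 10 CPM in the higher group. They also needed no overlap between the libraries of the groups, and numbered gene models were passed over. The fixed list held genes that the study's text names directly or by their protein, and Mki67 and Top2a, which it does not name. A gene that the rule names is not reported here. The groups, the tests, this rule and the alternatives were set before the data were examined.

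Alternatives covered edgeR's RLE scaling, upper-quartile scaling, library size alone, repeated TMM that leaves out candidate genes (DEGES), no filter beyond 1 count, at least 50 counts in 3 libraries, DESeq2 1.42.0, limma-voom, the TCC scheme, a 2-fold minimum, the replicate number as a block, only the compared groups in the fit, and each library left out in turn. Distances were also computed over the 500 most variable genes and as 1 minus Spearman's correlation, and with a prior count of 0.5.

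The groups share replicate numbers in their sample labels, which do not say whether a number marks shared animals. Deviations from the group means were therefore correlated between libraries. Libraries with the same number deviated together within the bone marrow, with correlations across genes of 0.138 to 0.223 for pre-basophil with BM mature, 0.125 to 0.262 for BaP with pre-basophil and 0.137 to 0.230 for BaP with BM mature. Between spleen and BM mature they lay between 0.00763 and 0.0254. None of 36 pairs with different numbers exceeded 0.0758. Spleen libraries reached 0.0899 and 0.0719 with pre-basophil replicates 3 and 1 of the same number, but at most 0.0386 with BaPs. The numbers were thus read as pairing the bone marrow libraries. A weaker link to the spleen libraries cannot be excluded.

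The count model was tested on simulated data for pre-basophil against BM mature. With 14501 genes, 197 of them tested and changed, 125 were recovered (63.5%, and 82.7% of those changed 4-fold), 4 of the calls were false (3.10%), and an unchanged comparison gave 0 calls. A simulated position of 0.3 was found as 0.310. The counts were drawn from the kind of model that was tested, with no effect of the replicate number and no outlying library. For the recovery few genes changed, equally often up and down, whereas 4112 genes were called in the data. The rates therefore need not carry over to the data.

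Lists of marker genes of neutrophils, erythroid cells, B cells, T and NK cells, macrophages and monocytes, mast cells, eosinophils and early progenitors, of genes induced by tissue dissociation, and of sex-linked genes were written for tests of other sources of RNA. Figures were drawn with matplotlib 3.10.9. Il10 failed the count filter and was not tested.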

Results

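Bulk RNA sequencing was carried out on sorted mouse basophil-lineage cells to compare CD34+ BaPs, CD34− pre-basophils and mature basophils of the bone marrow with mature basophils of the spleen, with 3 libraries per group. The sort selected on the proteins encoded by Clec12a, Cd9, Cd34, Cd200r3 and Kit, so these genes do not test the groups independently. In its flow cytometry the study also gated basophils on CD49b, the product of Itga2. Whether the sort for RNA did so is not stated, so Itga2 may not be independent either. The total counts of replicates 1 to 3 were 3870125, 3773638 and 8006769 in BaPs, 3596108, 3896360 and 6251090 in pre-basophils, 3740815, 4288953 and 6329357 in BM mature basophils, and 6344238, 6376774 and 8151030 in spleen mature basophils. The ribosomal RNA gene CT010467.1 took 5.21% to 7.65% of the counts of a library. BaP replicate 3 had 26743 genes with at least 1 count, against 21911 to 24704 in the other 11 libraries, and 3.53% mitochondrial counts. Of 32227 genes in the table, 15083 passed the count filter and were tested. Differences among the 4 groups passed an adjusted p of 0.05 in edgeR's quasi-likelihood test for 8714 genes (57.8%). The alternative that moved this count most was a minimum change of 2-fold between any pair of groups, which left 5650 genes.

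The first question was how the 4 groups lay relative to each other across all tested genes. The RMS log2 CPM difference was 0.704 ± 0.124 (SD, 9 library pairs) between BaPs and pre-basophils, 0.872 ± 0.0396 between pre-basophils and BM mature basophils, and 0.679 ± 0.0512 between BM and spleen mature basophils. Between BaPs and spleen mature basophils it was 1.26 ± 0.106. Within groups the mean difference was 0.762 in BaPs, 0.482 in pre-basophils, 0.527 in BM mature and 0.470 in spleen mature basophils. The mean within BaPs exceeded that between BaPs and pre-basophils, which rested on BaP replicate 3. Its distances from BaP replicates 1 and 2 were 0.918 and 0.879, whereas these differed from each other by 0.488, less than either differed from any pre-basophil library (0.592 to 0.665). Relative to its distance from BM mature libraries, the distance of a pre-basophil library from BaP libraries was 0.809 ± 0.0362 (SD, n = 3; exact two-sided permutation p 0.2, smallest possible 0.1). The distance of BM mature from spleen mature libraries, relative to that from pre-basophil libraries, was 0.780 ± 0.0670 (SD, n = 3; exact two-sided permutation p 0.1, the smallest possible). Neither ratio could pass 0.05 in this design. The alternative that moved both most was 1 minus Spearman's correlation as the distance, with 0.661 and 0.621.

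**Figure D1:**
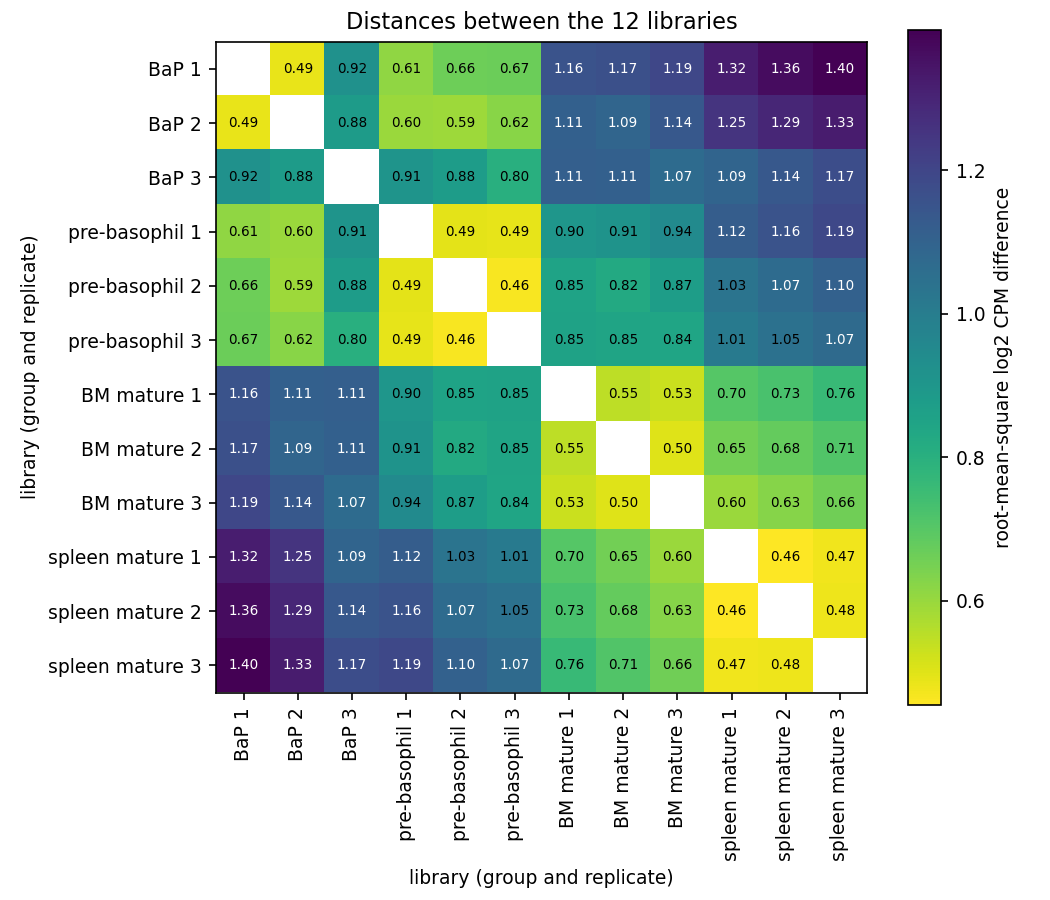
The heat map shows the root mean square difference in log2 CPM between each pair of the 12 libraries over the tested genes, with libraries on both axes in group order and colour giving the difference. The BaP and pre-basophil libraries lie farther from the spleen mature libraries (group means 1.26 and 1.09) than from each other (0.704), and BaP replicate 3 lies apart from the other BaP libraries.

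In 4274 genes (28.3%) all 6 BaP and pre-basophil libraries lay on one side of all 6 mature libraries, 2517 higher and 1757 lower, where chance gives 0.216% of genes. The position of pre-basophils on the line from BaPs (0) to BM mature basophils (1) was 0.302 ± 0.0358 (SD, n = 3) over 5580 genes, and it was 0.344 without BaP replicate 3. Fold changes of pre-basophil against BM mature were also compared with those of BaP against spleen mature, which share no library but are not independent if replicate numbers pair the bone marrow libraries. Across 15083 genes, which are not independent replicates, Pearson's r was 0.839, Spearman's rho was 0.813 and 82.1% of genes had the same sign. Of 100 relabellings within the 2 sets of 6 libraries, only the real one gave an r as large, and their median absolute r was 0.420.

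Pre-basophils were compared with BM mature basophils to find the genes that change between these stages in 1 tissue. edgeR's quasi-likelihood test called 4112 genes, 2460 higher in pre-basophils and 1652 lower (59.8% higher), of which 1840 changed at least 2-fold. Library size alone as the scaling called 4487 genes with 82.5% higher, and it moved the median log2 fold change of all genes to 0.22. The minimum change of 2-fold moved this count most. Of the 16 genes tested from the fixed list of 17, 10 were called, and likewise 10 when adjusted over the list alone.

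Prss34 (ENSMUSG00000056399.2, GRCm38 chromosome 17, 25298394 to 25300165, protein coding), a serine protease gene, had 45144 ± 3860 CPM in pre-basophils and 5065 ± 1097 CPM in BM mature basophils (SD, n = 3 each). Its log2 fold change was 3.16 (SE 0.31; edgeR adjusted p 1.16e-05). The mast cell protease 8 gene Mcpt8 (ENSMUSG00000022157.8, chromosome 14, 56082166 to 56085273) had 11892 ± 872 CPM in pre-basophils (SD, n = 3) and was 6.87-fold higher than in BM mature basophils (log2 2.78, SE 0.25, edgeR adjusted p 6.43e-06). Clec12a (ENSMUSG00000053063.11, chromosome 6, 129342691 to 129365303), whose product was used in the sort, had 235 ± 19.8 against 35.6 ± 4.40 CPM (log2 2.73, SE 0.29; edgeR adjusted p 1.62e-05). The proliferation genes Mki67 (ENSMUSG00000031004.8, chromosome 7, 135689784 to 135716361) and Top2a (ENSMUSG00000020914.17, chromosome 11, 98992943 to 99024189) were 8.17-fold and 8.04-fold higher in pre-basophils. All libraries of these 5 genes were separated between the groups, which chance gives for 10% of genes with 3 against 3 libraries. Itga2, which encodes CD49b, fell by 1.03 on the log2 scale, from 173 ± 24.4 CPM in BM mature to 84.6 ± 12.4 CPM in pre-basophils (SD, n = 3 each; edgeR adjusted p 0.00277).

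Several smaller differences in the fixed list lay near the threshold and lost their call with fewer libraries. Fcer1a, which encodes the alpha chain of the IgE receptor, had 1574 ± 110 CPM in pre-basophils and 903 ± 41.0 CPM in BM mature basophils (SD, n = 3 each; log2 0.80, edgeR adjusted p 0.0294), and without each of the 6 libraries in turn the adjusted p lay between 0.0554 and 0.104 with a log2 fold change of 0.75 to 0.84. All 3 pre-basophil libraries nevertheless lay above all 3 BM mature libraries for Fcer1a. Its adjusted p rests on a spread estimated over all 4 groups. In BaP replicate 3 it had 537.4 CPM, against 1422.5 and 1290.7 CPM in BaP replicates 1 and 2. The comparison was not followed without that library, so these values do not measure the spread of the 2 compared groups alone. Cd9 had 432 ± 28.2 against 596 ± 50.1 CPM (log2 -0.46, edgeR adjusted p 0.0171). Without pre-basophil replicate 1 or 2, or BM mature replicate 1 or 3, its adjusted p was 0.0569, 0.0838, 0.0760 and 0.0580 in that order, and under library size alone and DEGES scaling it was 0.111 and 0.0731. Cxcr4 had 168 ± 40.0 against 88.1 ± 27.3 CPM (log2 0.93, edgeR adjusted p 0.0188). Its call was lost without pre-basophil replicate 1 (0.0775), pre-basophil replicate 3 (0.0708) or BM mature replicate 2 (0.0834). Kit, with 34 counts in pre-basophils and 6 in BM mature basophils over 3 libraries each, had an edgeR adjusted p of 0.0470. It was 0.119 and 0.102 without pre-basophil replicates 1 and 2, 0.115 and 0.179 without BM mature replicates 1 and 3, 0.0540 under upper-quartile scaling and 0.251 in limma-voom, and its log2 fold change of 2.33 was 3.31 without BM mature replicate 2. Cd34, Cd200r3, Cd63, Il4, Il13 and Il6 were not called. Il6 passed under library size alone (edgeR adjusted p 0.0300) and without the filter (0.0190). Il10 had 3, 1, 1 and 2 counts in BaPs, pre-basophils, BM mature and spleen mature basophils, and no difference was detectable at this depth.

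The 3 genes with the largest increases were Ltf (ENSMUSG00000032496.7, chromosome 9, 111019271 to 111042767), Ngp (ENSMUSG00000032484.8, chromosome 9, 110419747 to 110423012) and Chil3 (ENSMUSG00000040809.10, chromosome 3, 106147554 to 106167564), which were 36.6-fold, 28.9-fold and 28.3-fold higher in pre-basophils. Their spread between libraries was wide, with 75.1 ± 67.6 CPM for Ltf, 190 ± 158 CPM for Ngp and 22.1 ± 18.3 CPM for Chil3 in pre-basophils (SD, n = 3 each). The edgeR adjusted p values were 0.00207, 0.00230 and 0.0138. In limma-voom Ltf and Chil3 were not called (adjusted p 0.101 and 0.279). Chil3 also lost its call without pre-basophil replicate 3 (0.0608), BM mature replicate 1 (0.0516) or BM mature replicate 2 (0.0597). Without pre-basophil replicate 3 the log2 fold changes of Ltf, Ngp and Chil3 were 4.20, 3.96 and 3.94 in place of 5.19, 4.86 and 4.83. That of Ngp was 5.47 without BM mature replicate 3, and Chil3 had 0, 1 and 9 counts in BM mature replicates 1, 2 and 3. Ltf and Ngp belong to 6 neutrophil genes that varied together between libraries of a group, with a median correlation of 0.992 over the BaP and pre-basophil libraries. The 3 genes with the largest decreases were Cldn1 (ENSMUSG00000022512.3, chromosome 16, 26356642 to 26371841), Wdr95 (ENSMUSG00000029658.17, chromosome 5, 149528679 to 149611894) and Cd7 (ENSMUSG00000025163.6, chromosome 11, 121036747 to 121039418). Their log2 fold changes were -5.04, -4.60 and -3.11 (edgeR adjusted p 7.51e-05, 8.51e-06 and 0.00303). Cldn1 had 0, 2 and 7 counts in pre-basophil replicates 1, 2 and 3, and the value of Wdr95 was -5.35 without pre-basophil replicate 3. Cd7 had 122 ± 19.0 CPM in pre-basophils and 1059 ± 33.4 CPM in BM mature basophils (SD, n = 3 each).

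**Figure D2:**
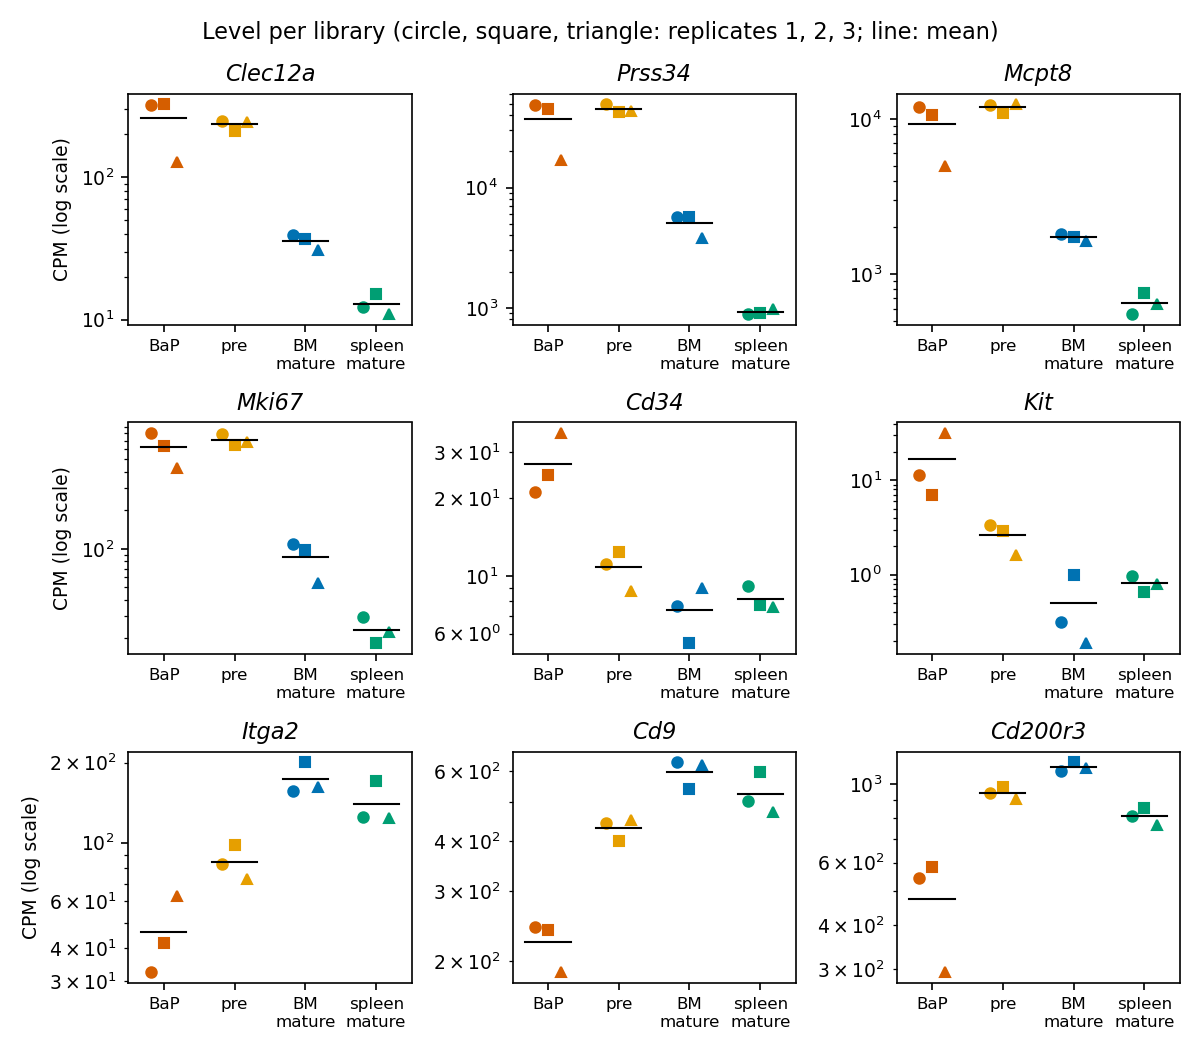
Expression in CPM on a log axis is shown for 9 named genes in BaP, pre-basophil (pre), BM mature and spleen mature libraries. Circles, squares and triangles are replicates 1, 2 and 3, and lines are the means of 3 libraries. Clec12a and Prss34 fall from pre-basophils (235 and 45144 CPM) to BM mature (35.6 and 5065 CPM) and spleen mature basophils (12.8 and 921 CPM).

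Cell cycle and effector functions were the question behind tests of fixed gene lists. The 43 S phase genes had a median log2 fold change of 1.79 in pre-basophils against BM mature basophils, with 42 genes higher (limma camera adjusted p 2.34e-23), and the 54 G2/M genes had 2.39, with 53 higher (2.64e-32). Their most abundant genes were Rfc2, with 282 ± 13.7 against 269 ± 9.41 CPM, and Hmgb2, with 874 ± 86.3 against 366 ± 28.8 CPM (SD, n = 3 each). The lists of secreted mediators (21 tested genes), IgE receptor signalling (22) and receptors for innate stimuli (19) were lower in pre-basophils, with medians of -0.37, -0.25 and -0.50 (limma camera adjusted p 0.00341, 0.0121 and 5.53e-05). Of their genes, 15, 17 and 15 were lower, and the most abundant were Ccl4 (8257 ± 533 against 22110 ± 2210 CPM), Fcer1g (1586 ± 78.1 against 1646 ± 115 CPM) and Csf2rb (687 ± 16.1 against 1233 ± 47.5 CPM, SD, n = 3 each), the last of which shares sequence with Csf2rb2. In the IgE receptor list 5 genes were higher, and Fcer1a, which encodes the receptor's alpha chain, was among them. So was Ms4a2, named after its values were seen, with 992 ± 23.3 against 568 ± 43.9 CPM (SD, n = 3 each). The lower list thus does not stand for less RNA of the receptor itself. Genes of the dissociation stress list took 5.03% of counts in pre-basophils and 9.76% in BM mature basophils. The calls of the 5 tested lists held under fry, and all but that of the secreted mediators (0.319) under a correlation estimated from the data. The IgE receptor list did not pass under library size alone (0.0619). The estimated correlation was the alternative that moved the cell cycle lists most, to 0.0295 for S phase and 0.0278 for G2/M.

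Of 803 Reactome pathways, limma camera called 335 between pre-basophils and BM mature basophils, 262 higher and 73 lower. Mitotic Prometaphase ranked highest, with a median log2 fold change of 1.31 over 100 genes (adjusted p 4.10e-19). The lowest p among pathways lower in pre-basophils was that of GPCR downstream signaling, with a median of -0.30 over 299 genes (adjusted p 0.00011). With fry, 531 pathways were called, and with an estimated correlation camera called 0, with 238 at an unadjusted p under 0.05 and a smallest adjusted p of 0.103. The number of calls thus depended on the test and, within camera, on whether the correlation between genes was preset or estimated.

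BaPs were compared with pre-basophils to ask how progenitors defined by CD34 differ from CD34− cells with otherwise similar markers. edgeR called 1068 genes, 421 higher and 647 lower in BaPs (39.4% higher), and 335 of them changed at least 2-fold. Library size alone called 1620, with 1290 higher and 330 lower, and moved the median log2 fold change to 0.23. The count changed when a library was left out. It was 1831 without BaP replicate 3, and 471, 390 and 382 without pre-basophil replicates 1, 2 and 3. The alternative that moved it farthest upward was the absence of a filter, with 2091 genes. Of these 58.8% were higher in BaPs, as were 54.3% of the 335 genes changed at least 2-fold. Apart from these settings and library size alone, every alternative kept most calls lower in BaPs. From the fixed list 8 of 16 genes were called, and 8 when adjusted over the list alone.

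Cd34 (ENSMUSG00000016494.9, chromosome 1, 194938819 to 194961279) had 27.1 ± 7.63 CPM in BaPs and 10.8 ± 1.84 CPM in pre-basophils (SD, n = 3 each; log2 1.35, SE 0.23, edgeR adjusted p 0.00448). Kit (ENSMUSG00000005672.12, chromosome 5, 75574916 to 75656722) had 16.8 ± 13.2 against 2.62 ± 0.914 CPM (log2 2.76, SE 0.52; edgeR adjusted p 0.00744). It had 31.8 CPM in BaP replicate 3 and 11.5 and 7.07 CPM in replicates 1 and 2, its log2 fold change was 1.88 without BaP replicate 3, and its adjusted p was 0.0532 without pre-basophil replicate 3. Cd9 was lower in BaPs with 224 ± 31.1 against 432 ± 28.2 CPM, and Cd200r3 with 473 ± 157 against 945 ± 37.7 CPM (SD, n = 3 each, edgeR adjusted p 0.00106 and 0.00744). Clec12a had 259 ± 113 CPM in BaPs against 235 ± 19.8 CPM in pre-basophils (SD, n = 3 each) and was not called (log2 0.14, edgeR adjusted p 0.818). Without BaP replicate 3 it was called, with a log2 fold change of 0.47 and an adjusted p of 0.0164. Prss34, Mcpt8, Mki67 and Top2a were not called, with log2 fold changes between -0.37 and 0.17. Fcer1a was called without the filter (log2 -0.55, adjusted p 0.00387).

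The fixed-list genes Itga2, Il4, Il13 and Il6 were lower in BaPs, with log2 fold changes of -0.86, -0.95, -1.96 and -1.25 (edgeR adjusted p 0.0316, 0.0395, 0.0235 and 0.0140). Itga2 lost its call without BaP replicates 1 and 2 (0.0686 and 0.0675) or pre-basophil replicates 1, 2 and 3 (0.0826, 0.130 and 0.0589), and under library size alone (0.131). Il4 lost it without BaP replicate 2 (0.0802) or pre-basophil replicates 1 and 3 (0.171 and 0.119), and under DEGES scaling (0.0584). Il13 lost it without BaP replicate 2 (0.0514) or pre-basophil replicates 1 and 3 (0.108 and 0.0711), and Il6 without pre-basophil replicates 1 and 3 (0.0685 and 0.0525).

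The 3 largest increases in BaPs were those of Slc14a1 (ENSMUSG00000059336.14, chromosome 18, 78100091 to 78142119), Lck (ENSMUSG00000000409.14, chromosome 4, 129548344 to 129573641) and Cd27 (ENSMUSG00000030336.14, chromosome 6, 125232622 to 125237010), with log2 fold changes of 4.15, 3.97 and 3.37 (edgeR adjusted p 0.0442, 0.0425 and 0.0406). They came from BaP replicate 3, which had 39.5, 118 and 48.6 CPM, where replicates 1 and 2 had 1.19 and 2.59 CPM for Slc14a1, 3.58 and 4.01 CPM for Lck and 3.34 and 3.06 CPM for Cd27. Without BaP replicate 3 the log2 fold changes were 1.14, 0.45 and 0.79 and the adjusted p values 0.388, 0.575 and 0.327, and in limma-voom 0.297, 0.293 and 0.220. Without pre-basophil replicates 1, 2 and 3 they were 0.138, 0.154 and 0.142 for Slc14a1, 0.128, 0.152 and 0.145 for Lck, and 0.136, 0.125 and 0.143 for Cd27. With the replicate number as a block, Lck and Cd27 had adjusted p values of 0.0531 and 0.0522. Il13, C5ar1 (ENSMUSG00000049130.6, chromosome 7, 16246743 to 16259540) and Kcnj2 (ENSMUSG00000041695.2, chromosome 11, 111066164 to 111076821) showed the 3 largest decreases. The log2 fold changes of C5ar1 and Kcnj2 were -1.90 and -1.85 (edgeR adjusted p 0.00178 and 0.000274), and these calls held without any 1 library.

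S phase genes had a median log2 fold change of 0.45 in BaPs against pre-basophils, with 40 of 43 higher (limma camera adjusted p 2.64e-09). That held under fry (0.0106) and not under an estimated correlation (0.116). For G2/M genes the median was -0.14, with 35 of 54 lower, and the limma camera adjusted p of 0.0399 became 0.364 under fry, 0.547 with the estimated correlation, 0.0653 under library size alone and 0.119 with at least 50 counts. It was 0.138 and 0.0763 without pre-basophil replicates 1 and 3, and without BaP replicate 3 the direction reversed (0.733). Neither Rfc2 (233 ± 63.3 CPM in BaPs) nor Hmgb2 (691 ± 211 CPM, SD, n = 3 each) was called, but Hmgb2 was called lower without BaP replicate 1 (edgeR adjusted p 0.0425).

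Spleen mature basophils were compared with BM mature basophils to compare the same surface phenotype in 2 tissues. edgeR called 1181 genes, 477 higher and 704 lower in the spleen (40.4% higher), of which 471 changed at least 2-fold. Library size alone called 1085 genes with 60.6% higher and moved the median log2 fold change to 0.14. Fewer libraries gave fewer calls, with 249, 459 and 448 genes without BM mature replicates 1, 2 and 3, and 757, 543 and 241 without spleen mature replicates 1, 2 and 3. A fit of these 2 groups alone raised the count most, to 2340 genes. From the fixed list 6 of 16 genes were called, and 7 when adjusted over the list alone.

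Prss34 had 921 ± 44.6 CPM in spleen mature and 5065 ± 1097 CPM in BM mature basophils (SD, n = 3 each; log2 -2.46, SE 0.31, edgeR adjusted p 0.00114), and Mcpt8 had 653 ± 102 CPM in spleen mature basophils (log2 -1.41, SE 0.24, edgeR adjusted p 0.00606). Il6 (ENSMUSG00000025746.11, chromosome 5, 30013114 to 30019981) had 588 ± 94.8 against 2364 ± 663 CPM (log2 -2.01, edgeR adjusted p 0.00221). Mki67 and Top2a fell by 1.89 and 1.56 on the log2 scale (edgeR adjusted p 0.00274 and 0.00250). Clec12a had 12.8 ± 2.18 against 35.6 ± 4.40 CPM (log2 -1.47, edgeR adjusted p 0.0124), and its adjusted p was 0.0568 without BM mature replicate 1 and 0.0711 without spleen mature replicate 3. On the way from the spleen mature to the pre-basophil mean CPM, BM mature basophils stood at 9.37% for Prss34, 9.59% for Mcpt8, 10.3% for Clec12a, 9.31% for Mki67 and 8.71% for Top2a, but at 68.0% for Il6 and 24.5% for Hmgb2. Fcer1a had 524 ± 54.0 CPM in the spleen (SD, n = 3; edgeR adjusted p 0.0733 against BM mature) and was called by DESeq2 (0.0281) and without the filter (1.07e-05). Cd200r3 and Il13 were called without the filter (0.0390 and 0.0205).

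Among the largest increases in the spleen were those of Igkv8-27 (ENSMUSG00000076580.3, chromosome 6, 70171809 to 70172270, an immunoglobulin variable segment with similar family members) and Pax5 (ENSMUSG00000014030.15, chromosome 4, 44524757 to 44710487). Their log2 fold changes were 6.53 and 4.17 (edgeR adjusted p 0.00896 and 0.0326). Igkv8-27 had 62.9, 176 and 6.24 CPM in the 3 spleen libraries and 11 counts in all in BM mature libraries, which came from replicate 3, and its log2 fold change was 5.32 without spleen mature replicate 2. It was not called by DESeq2 (0.0972), by limma-voom (0.296) or without BM mature replicate 1 (0.0522). The adjusted p of Pax5 was 0.124, 0.104 and 0.105 without BM mature replicates 1, 2 and 3, and 0.0773, 0.0649 and 0.0836 without spleen mature replicates 1, 2 and 3. Both are genes of B cells. The 3 largest decreases were those of the neighbouring granzyme genes Gzmc (ENSMUSG00000079186.3, chromosome 14, 56231441 to 56234656) and Gzmb (ENSMUSG00000015437.5, chromosome 14, 56258838 to 56262260) and of Spp1 (ENSMUSG00000029304.14, chromosome 5, 104435118 to 104441050). Their log2 fold changes were -3.00, -2.61 and -2.76 (edgeR adjusted p 0.000611, 0.000611 and 0.00411), and Gzmb had 83.3 ± 30.2 against 509 ± 142 CPM (SD, n = 3 each). On the way from the spleen mature to the pre-basophil mean CPM, BM mature basophils stood at 67.3% for Gzmb, 41.8% for Gzmc and 26.1% for Spp1. Gzmb and Gzmc belong to a family with similar sequences, whose reads could not be traced here.

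G2/M genes had a median log2 fold change of -1.02 in the spleen, with 52 of 54 lower (limma camera adjusted p 3.03e-21), and the call held under fry (0.000392) and an estimated correlation (0.0414). S phase genes had a median of -0.18, with 28 of 43 lower (limma camera adjusted p 0.0117), which did not hold under fry (0.157), under an estimated correlation (0.462) or without spleen mature replicate 2 (0.0536). Hmgb2 had 201 ± 17.2 CPM in the spleen (SD, n = 3; edgeR adjusted p 0.0144 against BM mature), and Rfc2 281 ± 27.3 CPM (SD, n = 3; 0.857). Hmgb2 lost its call without BM mature replicate 1 (0.0701) or spleen mature replicates 2 and 3 (0.0569 and 0.0729).

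**Figure D3:**
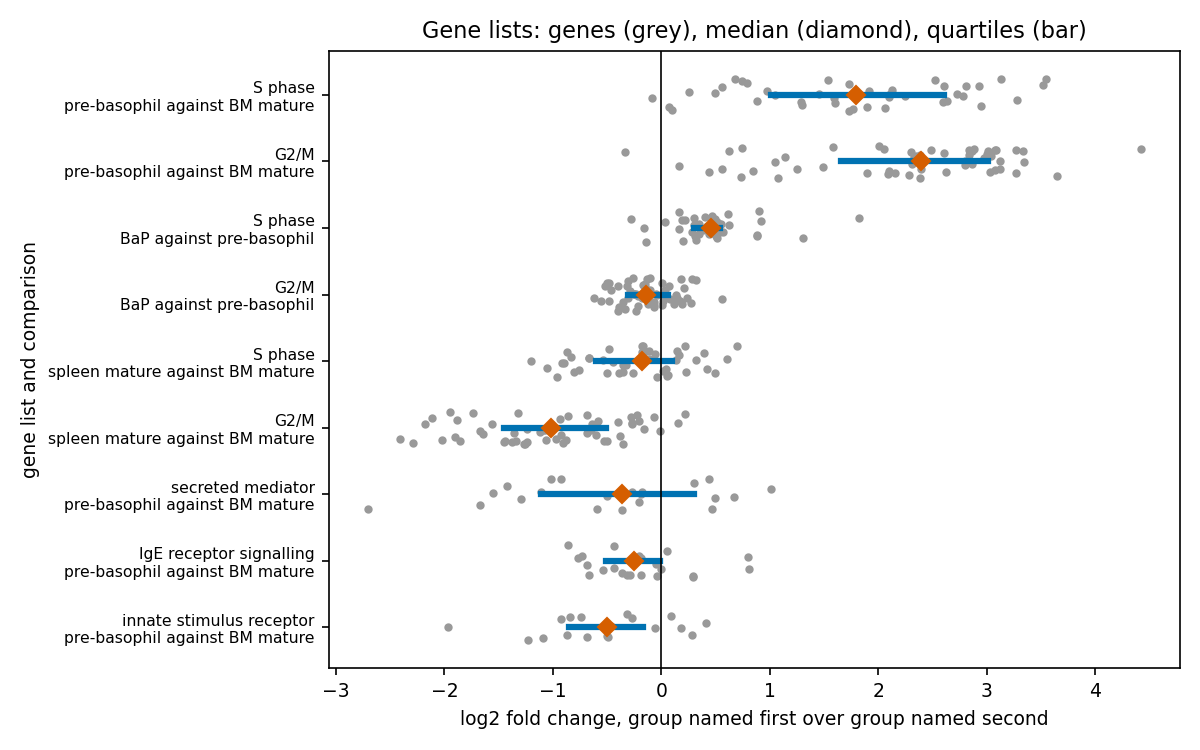
Log2 fold changes of the genes of each list (grey points) are plotted per list and comparison, with a diamond at the median and a bar from the lower to the upper quartile. The S phase and G2/M lists lie highest for pre-basophil against BM mature (1.79 and 2.39), and G2/M lies at -1.02 for spleen mature against BM mature.

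BaPs and BM mature basophils spanned the bone marrow stages. edgeR called 6785 genes, 3820 higher and 2965 lower in BaPs (56.3% higher), of which 3727 changed at least 2-fold. Library size alone called 7672 genes with 82.9% higher and moved the median log2 fold change to 0.48, and DEGES scaling moved it to 0.12. From the fixed list 13 of 16 genes were called, and 13 when adjusted over the list alone. The 3 largest increases were those of Elane (ENSMUSG00000020125.7, chromosome 10, 79886247 to 79888215), Kit and Gins1 (ENSMUSG00000027454.10, chromosome 2, 150905400 to 150931280). Elane had 188 counts in BaPs and 3 in BM mature basophils, a ratio of 41.7 with a 95% counting interval of 14.0 to 204 (edgeR adjusted p 1.63e-06). Kit and Gins1 were 34.0-fold and 31.9-fold higher (edgeR adjusted p 4.04e-05 and 4.70e-06). The log2 fold change of Kit, 5.09, was 4.20 without BaP replicate 3 and 6.06 without BM mature replicate 2. The 3 largest decreases were those of Slc6a9 (ENSMUSG00000028542.17, chromosome 4, 117834506 to 117875198), Cldn1 and Ccl6 (ENSMUSG00000018927.3, chromosome 11, 83587882 to 83593087), with log2 fold changes of -4.36, -4.35 and -4.26 (edgeR adjusted p 2.63e-07, 3.35e-05 and 2.10e-07). That of Slc6a9 was -5.23 without BaP replicate 3, and Cldn1 had 0, 3 and 18 counts in BaP replicates 1, 2 and 3. Ccl6 had 201 ± 114 CPM in BaPs and 3862 ± 288 CPM in BM mature basophils (SD, n = 3 each).

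Within the fixed list, Fcer1a, Cxcr4 and Cd63 were not called between BaPs and BM mature basophils. Without BaP replicate 3 all 3 were called, with log2 fold changes of 0.60, 0.71 and 0.27 (edgeR adjusted p 0.000163, 0.0284 and 0.0433), and the direction of Cd63 reversed from -0.03. Fcer1a and Cxcr4 were called under library size alone (0.0247 and 0.00232), and Cxcr4 without the filter (0.000892). Il13 (log2 -1.49, edgeR adjusted p 0.0192) lost its call without BaP replicate 2 (0.0595), without BM mature replicate 1 (0.0971) and under library size alone (0.0617). Il6 (log2 -0.81, edgeR adjusted p 0.0220) lost it without BM mature replicates 1 and 3 (0.110 and 0.0706), under library size alone (0.134) and under DEGES scaling (0.0510).

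**Figure D4:**
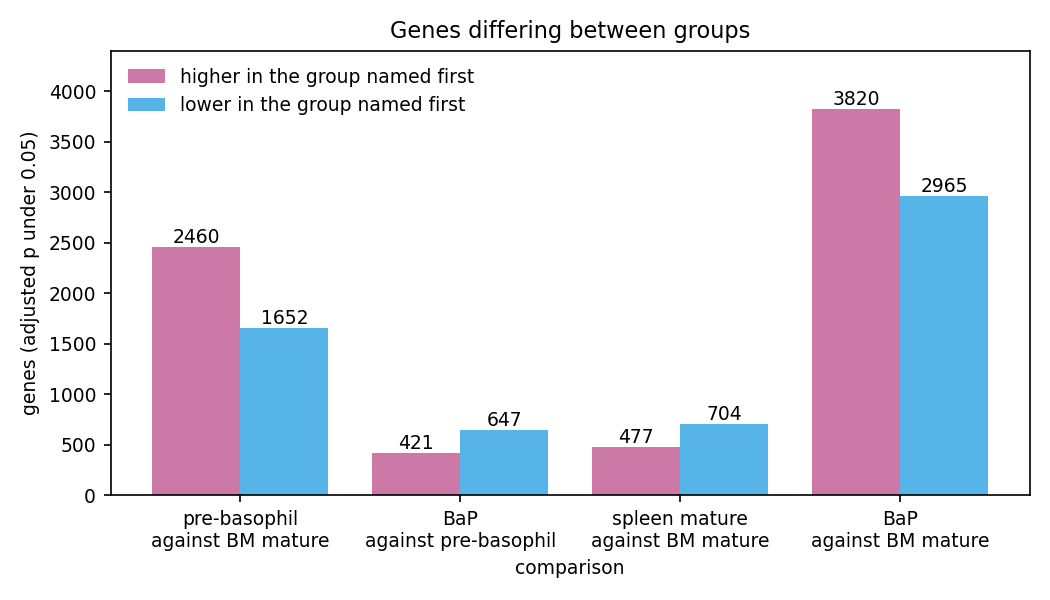
Bars show the number of genes called higher and lower in the first group of each of the 4 comparisons at an adjusted p under 0.05, drawn from 0. The counts are largest for BaP against BM mature (3820 higher, 2965 lower) and smallest for BaP against pre-basophil (421 higher, 647 lower).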

Values the study reported

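By flow cytometry, the study reported that about 10% of CLEC12A-high cells within the cKit-negative, CD200R3-positive basophil lineage carried low CD34. The RNA of the sorted basophils came from 5000 to 80,000 cells.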

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

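All alternatives below were planned. The TCC scheme, RLE, upper-quartile and DEGES scaling, DESeq2 and limma-voom, where each applied, left every count of genes within 1.5 times its value and every list call on its side of the threshold. The distance ratios and the position moved by less than the replicate spread under RLE, upper-quartile and library-size scaling and with a prior count of 0.5. The correlation of fold changes that share no library did so under the same scalings. TCC's scheme called 4119 genes for pre-basophil against BM mature, 1295 for BaP against pre-basophil, 1452 for spleen mature against BM mature and 6796 for BaP against BM mature.

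Under library size alone, BaP against pre-basophil gave 1620 genes, and the G2/M list of that comparison and the IgE receptor list did not pass (0.0653 and 0.0619). Without a filter beyond 1 count, BaP against pre-basophil gave 2091 genes and spleen mature against BM mature 1796, the distance ratios were 0.911 for BaPs and 0.869 for the spleen, and the correlation of fold changes that share no library was 0.710. With at least 50 counts in 3 libraries the G2/M list of BaP against pre-basophil had an adjusted p of 0.119, and the distance ratios were 0.713 and 0.699. The first setting tests more genes and the second fewer, and beyond that the cause was not tested. The weight of a few abundant genes under library size alone is taken up with the tests of technical explanations.

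A 2-fold minimum left 1840, 335, 471 and 3727 genes in the 4 comparisons (pre-basophil against BM mature, BaP against pre-basophil, spleen mature against BM mature, BaP against BM mature, in that order) and 5650 among the 4 groups, as its construction requires. A fit with only the compared groups gave 375 genes for BaP against pre-basophil and 2340 for spleen mature against BM mature. Such a fit changes the filter, the scaling and the estimate of the spread together, and these were not separated. Distance ratios over the 500 most variable genes were 0.688 and 0.675, and with 1 minus Spearman's correlation 0.661 and 0.621. The cause was not tested.

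With fry, the G2/M list of BaP against pre-basophil (0.364) and the S phase list of spleen mature against BM mature (0.157) did not pass, and 531 Reactome pathways were called. With an estimated correlation the S phase and G2/M lists of BaP against pre-basophil (0.116 and 0.547), the S phase list of spleen mature against BM mature (0.462) and the secreted mediators (0.319) did not pass, and 0 pathways were called by limma camera (238 at an unadjusted p under 0.05). Whether the correlation alone made camera's calls differ between the preset and the estimated setting was not tested. Fry tests each list by itself and not against the other genes, and why its calls differed was not tested.

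Leaving out 1 library at a time gave 2831 to 3234 genes for pre-basophil against BM mature, 382 to 1831 for BaP against pre-basophil, 241 to 757 for spleen mature against BM mature, 5708 to 7549 for BaP against BM mature and 7587 to 9690 among the 4 groups. Reactome calls ran from 313 to 340, separating genes from 4412 to 5092, the distance ratio of BaPs from 0.712 to 0.901, that of the spleen from 0.762 to 0.819, the position from 0.288 to 0.344 and the correlation from 0.789 to 0.842. Adjusted p values ran from 7.39e-25 to 3.93e-23 (S phase) and 4.74e-35 to 3.36e-31 (G2/M) for pre-basophil against BM mature, from 8.61e-14 to 5.54e-05 and 6.24e-05 to 0.733 for BaP against pre-basophil, and from 0.00391 to 0.0536 and 7.52e-23 to 1.22e-19 for spleen mature against BM mature. They ran from 0.000767 to 0.0273 for secreted mediators, 0.00839 to 0.0258 for IgE receptor signalling and 9.25e-05 to 0.000767 for innate receptors. The G2/M list of BaP against pre-basophil reversed without BaP replicate 3 (0.733).

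Named genes made 95 pairs of gene and comparison, 63 of them called. They were not followed under the TCC scheme or in fits of the compared groups alone. Of 1412 values under alternatives, 1316 kept the direction and side of the threshold, 80 lost the call, 15 gained one and 1 reversed, and 65 pairs were the same under every alternative followed. The reversal was that of Cd63 in BaP against BM mature without BaP replicate 3 (log2 0.27, lowest value without a library -0.29).

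With the replicate number as a block, 4483 genes were called for pre-basophil against BM mature, 1399 for BaP against pre-basophil and 7069 for BaP against BM mature. For spleen mature against BM mature, whose libraries of the same number hardly deviated together, 1703 were called. Among the bone marrow comparisons the block changed no other call of a named gene or count than those of Lck and Cd27 given in the report. For the spleen, Fcer1a passed under the block (0.0307).

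Depth limits low genes. After every library was thinned to 3596108 counts, 13792 genes were tested in place of 15083.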

Other observations

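The tests of the B cell list's abundant genes, of Prss34 relative to Cd200r3, of T and NK cell and macrophage genes one list at a time, of covariation among neutrophil genes, of Mpo, Elane and Prtn3, of single libraries left out for stress with mediator genes, of BaP replicate 3, of early progenitors without that library, of Ddx3y and of the G2/M fraction were chosen only after the results were seen. The tests of stress with mediator genes and of the most abundant genes were set after the pattern each addresses and before their own result, and the other tests here before either.

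Chance in how the libraries were grouped was examined by splitting them differently. For each of the 4 pairwise comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, which cannot bring the share under 0.1, so chance cannot be excluded by this count alone. Every other split gave 0 genes in edgeR's quasi-likelihood test, with 160 to 515 genes at an unadjusted p under 0.05 for pre-basophil against BM mature, 682 to 2341 for BaP against pre-basophil, 330 to 669 for spleen mature against BM mature and 436 to 1963 for BaP against BM mature. In the bone marrow comparisons, where replicate numbers pair the libraries, 4 splits part all 3 pairs, and among these too only the real one gave any gene. Among the 4 groups, 1 of 100 regroupings of the 12 libraries, the real one, gave as many genes (8714, the next highest 5718). Chance can thus be excluded there for libraries free to move between replicate numbers. Regroupings that respect these numbers, which pair the bone marrow libraries, were not counted separately.

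BaP replicate 3 stood apart from BaP replicates 1 and 2. Relative to them, the T and NK cell list had a median log2 ratio of 6.42, the erythroid list 4.64, the B cell list 2.65, the neutrophil list 2.57, the eosinophil list 1.77 and the macrophage and monocyte list 1.19. Each exceeded at least 99.9% of 10000 random lists of like expression, and the early progenitor list, at 0.591 with 8 of 10 genes higher, exceeded 99.4%. The mast cell list lay at -0.94, below nearly all random lists. The most abundant foreign transcripts included Hbb-bs at 983 CPM (0.956 and 0.943 CPM in replicates 1 and 2) and Ccl5 at 969 CPM (3.82 and 4.95 CPM). Prss34 fell to 17009 CPM, against 48653 and 45396 CPM, and Mcpt8, Fcer1a, Clec12a and Cd200r3 stood at 44.3%, 39.6%, 39.6% and 52.1% of the mean of replicates 1 and 2. Depth is argued against, since the T and NK cell list still had a median log2 ratio of 6.47 after thinning. A library of another group is argued against, since the T and NK cell list had a median log2 CPM of 6.57 in this library and at most 3.14 in the libraries of the other groups. Pre-basophils beside other cells in this library cannot be told apart from BaPs beside other cells. On genes lower in BaPs its position from the other BaP libraries (0) to the pre-basophil mean (1) was 0.648, and on genes higher in BaPs 0.381. Over 7613 genes that differ between the stages its mean RMS difference was 0.888 from pre-basophil and 0.957 from the other BaP libraries, but added RNA moves it on these measures too. Cd34 had 35.6 CPM and Kit 31.8 CPM in it, above the highest pre-basophil values of 12.4 and 3.35 CPM, which goes with BaPs but also with added progenitor cells. RNA of other marrow or blood cells in this library is a candidate explanation for the added transcripts, and fits them. It would lower basophil transcripts by a common factor, but Prss34 stood at 36.2% and Cd200r3 at 52.1%. Whether it accounts for all of the lower basophil transcripts was thus left open. Of the genes in the T and NK cell, erythroid, B cell and macrophage lists, 1 of 15, 1 of 12, 2 of 14 and 2 of 15 exceeded 10 CPM in both other BaP libraries, and of the eosinophil, mast cell and neutrophil lists 3 of 10, 3 of 10 and 7 of 14. Without this library, BaP against pre-basophil gave 1831 genes in place of 1068. A different mixture of progenitor states in this pool of animals stays open as a biological explanation for part of the difference. The higher early progenitor list would go with it and with added progenitor cells alike.

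B cell genes were higher in spleen mature basophils. All 14 genes of the B cell list were higher, with a median log2 fold change of 3.42 (limma camera adjusted p 1.72e-11, fry 0.00156, over 36 tests of lists; 0.220 with an estimated correlation), and so were its 6 most abundant genes, led by Cd74 with 226 ± 75.6 CPM in the spleen and 16.6 ± 8.38 CPM in BM mature basophils (SD, n = 3 each). Of this list, 2 of 14 genes exceeded 10 CPM in BaP replicates 1 and 2, and none is in another list. RNA of B cells in the spleen libraries is a candidate explanation for these genes, which include Pax5 and Igkv8-27. As the whole cause of the comparison, where 704 genes were called lower in the spleen, it is argued against. Added RNA lowers the transcripts that the added cells lack by a common factor, but Prss34, Mcpt8, Fcer1a and Cd200r3 had log2 fold changes of -2.46, -1.41, -0.78 and -0.46. The log2 ratio of Prss34 to Cd200r3 was 0.182 ± 0.137 in the spleen and 2.16 ± 0.334 in BM mature libraries (SD, n = 3 each, difference -1.97). This also goes against T cells, NK cells, macrophages and monocytes as the whole cause. Whether the spleen libraries hold more RNA of these cells cannot be told apart from no difference, because genes of the lists went both ways. The T and NK cell list had a median of -0.041 (7 of 15 higher) and the macrophage and monocyte list -0.24 (4 of 12 higher), yet Adgre1, chosen after its values were seen, had 15.8 ± 0.360 against 6.35 ± 2.08 CPM (SD, n = 3 each). Depth is argued against, since 1017 genes (405 higher, 612 lower) were called after thinning to the smallest total. For the dissociation stress list, whose genes went both ways (10 of 16 higher, limma camera adjusted p 0.536), a response during preparation cannot be told apart from a difference between tissues. The tissue itself stays open as an untested explanation for the remaining genes.

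Neutrophil genes were higher in the BaP and pre-basophil libraries. In pre-basophils against BM mature basophils the 13 tested genes of the list were all higher, with a median log2 fold change of 3.58 (limma camera adjusted p 1.07e-05, fry 0.000409; 0.220 with an estimated correlation). S100a9 had 44.7 to 605 CPM in BaPs, 117 to 609 CPM in pre-basophils and 19.3 to 36.3 CPM in BM mature basophils. Within groups the genes of the list varied together, with a median pairwise correlation of 0.877 over the 6 BaP and pre-basophil libraries, at percentile 100 of 10000 random lists (upper end of their central 95% 0.229). Of the list 7 of 14 genes exceeded 10 CPM in both BaP replicates 1 and 2. RNA of neutrophils or their precursors in the sorted pools is a candidate explanation for these genes, which include Ltf and Ngp. For Mpo, Elane and Prtn3, RNA of cells that carry them along with the 6 other genes is argued against, since they did not rise with those genes (median correlation -0.70). They were higher in BaPs, Mpo with 1252 ± 628 CPM against 508 ± 100 CPM in pre-basophils (SD, n = 3 each). RNA of early precursors, which hold these 3 genes before the later ones, cannot be told apart from a stage of the basophil lineage that shares granule genes, because both would raise them in BaPs. RNA of neutrophils or their precursors is argued against as the whole cause of the comparison, since added neutrophil RNA would lower Prss34 and Cd200r3 by a common factor, whereas their log2 ratio was higher by 3.42 in pre-basophils (5.58 ± 0.137 against 2.16 ± 0.334, SD, n = 3 each) and Prss34 itself was higher.

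Proliferation genes in BM mature basophils lay between the spleen mature and pre-basophil levels. Of 174 genes called at least 8-fold higher in pre-basophils than in spleen mature basophils and with at least 10 CPM, 30 are in the G2/M list and 39 others belong to the cell cycle and were left out. The 30 G2/M genes placed BM mature basophils at a median of 8.96% of the way from the spleen to the pre-basophil level, and the 105 other genes at 8.90%. The G2/M value lay at percentile 52.0 of random lists of the other genes (95% between 6.52% and 10.9%). By library the values for G2/M and other genes were 11.9% and 9.85% in replicate 1, 9.39% and 9.24% in replicate 2, and 6.15% and 5.94% in replicate 3. The agreement did not extend to smaller differences. For genes 4-fold to 8-fold higher in pre-basophils the medians were 5.80% for 9 G2/M genes and 15.1% for 158 other genes (percentile 2.30), and for those 2-fold to 4-fold higher 11.0% for 7 and 23.0% for 836 (percentile 7.91). RNA of some pre-basophils in the BM mature libraries gives every such gene one fraction if these cells are otherwise like those of the spleen. It is argued against as the whole cause for genes such as Il6 and Gzmb, at 68.0% and 67.3%. For the G2/M genes it cannot be told apart from a graded loss during maturation, because the comparison with other genes depended on the minimum fold and a graded loss can give like fractions.

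The secreted mediator list was lower in pre-basophils, and so was the dissociation stress list (median log2 fold change -0.94, 14 of 16 genes lower, limma camera adjusted p 1.15e-05). Stress genes took 3.36% of counts in BaPs, 5.03% in pre-basophils, 9.76% in BM mature and 12.1% in spleen mature basophils, and 14 of the 16 exceeded 10 CPM in both BaP replicates 1 and 2. Within groups, library levels of both lists had a Pearson's r of 0.43 (exact permutation within groups p 0.234, 12 libraries) and a Spearman's rho of 0.406 (p 0.267). Without BaP replicate 3, r was 0.592 (exact permutation p 0.130), without pre-basophil replicate 2 0.252 (p 0.532), without BM mature replicate 2 0.205 (p 0.630), and without both of the last, the 2 farthest from the median of the stress list, -0.206 (p 0.660). A stress response during preparation and a difference in maturation cannot be told apart for the mediator list, because the stress list follows the groups and libraries are few.

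Further technical explanations were tested. GC content and gene length are argued against as the cause of differences between pre-basophils and BM mature basophils, because 3698 of 4356 calls (84.9%) were kept after adjustment for both in a limma fit with the replicate block. Early progenitor cells in the BaP libraries cannot be told apart from a property of BaPs for BaP against pre-basophil as a whole. The log2 ratio of Prss34 to Cd200r3 was higher in BaPs by 0.631 (6.21 ± 0.322 against 5.58 ± 0.137, SD, n = 3 each) and by 0.807 without BaP replicate 3, which a common lowering would not give, but early progenitors may themselves hold some of these transcripts. For the early progenitor list itself, with a median log2 fold change of 1.17 (limma camera adjusted p 0.000235), the median was 0.95 without BaP replicate 3, and a few such cells cannot be told apart from a property of BaPs, because 5 of the 12 genes exceeded 10 CPM in both other BaP libraries and 2 are in another list. The list also includes Cd34, whose protein separated BaPs from pre-basophils in the sort, so that gene does not test these groups independently. Groups of animals of different sex are argued against, since Xist had 750 to 1523 CPM in every library. Xist fell from 1440 ± 110 CPM in BaPs to 770 ± 21.1 CPM in spleen mature basophils (SD, n = 3 each), while the Y-linked Kdm5d and Uty rose from 5.19 ± 1.39 and 2.88 ± 1.28 to 10.1 ± 1.27 and 8.79 ± 1.03 CPM, as a share of male animals would have it. Such a share is argued against, because Ddx3y and Eif2s3y together had 1 to 11 counts in a library and Ddx3y at most 0.14% of the counts of its X-linked counterpart Ddx3x. The shift of all genes under library size alone may come from a few abundant genes, which fits the values. The 100 most abundant genes took 33.0% of counts in BaPs and 46.1% in BM mature basophils, and without them the median log2 fold change of all genes fell from 0.48 to 0.16 for BaP against BM mature from 0.22 to 0.05 for pre-basophil against BM mature, from 0.23 to 0.08 for BaP against pre-basophil and from 0.14 to 0.07 for spleen mature against BM mature. For BaP against pre-basophil 1118 genes were then called, against 1620 under library size alone.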
